A study of Mus musculus with 13 samples. Its data were reported in "Switching of dominant retrotransposon silencing strategies from posttranscriptional to transcriptional mechanisms during male germ-cell development in mice" (2017).

How the data were processed

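Small RNAs were sequenced from male germ cells of C57BL6/J mice, purified by fluorescence-activated cell sorting after Hoechst staining. The labels name 4 stages: spermatogonia (SG), leptotene/zygotene spermatocytes (L/Z), pachytene/diplotene spermatocytes (PD) and round spermatids (RS). Mice were 3 to 4 weeks old. The 13 libraries were grouped by the stage and the replicate type given in their titles. The single-library set has 5 libraries with no technical replicate: 1 for SG, 2 biological replicates for L/Z (group LZ), 1 for PD and 1 for RS. The technical-replicate set has 8 libraries: 2 biological replicates each for SG (group SG_T) and L/Z (group LZ_T), each sequenced as technical replicate 1 in a 50-bp run and as technical replicate 2 in a 100-bp run. No label gives a genotype, so none was used for grouping. The header cells of the 8 summary tables of the technical-replicate set carry a tag that names a Pld6 knockout, and the study profiled wild-type and Pld6 knockout cells. For that reason all stage comparisons were made within a set, the sets were not pooled as replicates, and any difference between the sets includes whatever else separates them.

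For each library the authors deposited 2 files. The first lists each distinct adapter-trimmed sequence with its read count. These deposited counts are raw, are not filtered for abundant noncoding RNAs, and cover reads of 11 nt and longer. The second is a table of RPM values: the authors removed reads of abundant noncoding RNAs and miRNAs, mapped the others to retrotransposon consensus sequences with SeqMap allowing mismatches, divided reads that matched several sequences among them, and scaled the values to the total number of reads in the library. The step between the low values of each table gives what 1 read was worth, and the library total it implies was 0.974 to 1.01 times the total of the sequence file. Only 17.5% to 52.6% of the values were whole reads, because reads were divided, so whole reads were not recovered. Sense and antisense values added up to the total in every table. The tables list 262 retrotransposons (19 LINE, 237 LTR and 6 SINE sequences). Between 6 and 8 other rows per table (satellites, a noncoding RNA and stray names) were left out. Classes were assigned from the names; L1 covers 17 sequences, IAP (intracisternal A particle) 25, B1 3 and B2 3. The values for 24-33 nt reads were used as piRNA abundance, as the study defines piRNAs by this length. A consensus sequence stands for many genomic copies, so no genome position is given.

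RPM values of technical replicates were averaged, and for the sequence files their read counts were summed, so that each biological sample counted once. No 2 libraries held identical values. Spearman's correlation of RPM across retrotransposons was 0.710 to 0.779 between technical replicates and 0.690 to 0.977 between biological replicates. In the main test for L/Z against SG in the technical-replicate set, log2(RPM + 1) was fitted with limma 3.58.1 in R 4.3.3 for the 58 retrotransposons with a mean of at least 1 RPM over the 4 samples, with Benjamini-Hochberg adjustment and a threshold of 0.05. A fold change on this scale understates the change of low values. The fit was tried on 20 simulated data sets with a planted log2 change of 2, up or down, in 14 of the 58 retrotransposons. Simulated replicates varied less than the real SG_T samples did for IAPEz-int (398 ± 229 RPM, SD) and IAPA_MM (27.6 ± 17.1 RPM, SD). They did not vary less for L1_Mm_orf2 (147 ± 0.735 RPM, SD). The rates therefore do not cover retrotransposons with a wide spread. On the simulated data, the fit found 78.6% of the planted changes, and 100% of those with at least 10 RPM. Of the retrotransposons it called, 2.50% on average were unchanged ones. Class ratios were taken from summed RPM, with a two-sided exact permutation test where both groups had 2 samples. With 2 against 2 samples this exact permutation test cannot go below p = 0.333. Between consecutive stages of the single-library set, a retrotransposon was counted when it had at least 10 RPM in either stage, its log2 ratio exceeded 1 in size and both LZ libraries lay on the same side of the other stage. These counts come from no test.

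From the sequence files the share and most frequent length of 24-33 nt reads, the share that starts with U (T in the sequence files), the share with A at position 10, and the 10-nt overlap were computed. The overlap measure fixed before the data were examined was the share of 24-33 nt reads whose first 10 nt are the reverse complement of the first 10 nt of another read, over the mean share at 5 to 9 and 11 to 15 nt. This measure turned out to saturate at short overlaps and to follow the read number. A second measure was therefore added after seeing the data: the read pairs with a 10-nt overlap over the number expected from base composition, divided by the mean of the same ratio at overlaps of 11 to 15 nt. On simulated reads with planted partners, this measure gave 0.985 times the planted value. Reads of 18 nt or longer were matched exactly to the small noncoding transcripts of GENCODE mouse release M21 to count miRNA reads; no genome coordinates were used. Predicted miRNA transcripts without a miRNA name were left out. Scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

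The single-library set held 12541019 to 29956080 reads per library and the technical-replicate set 852565 to 7725276. The smallest abundance such depths can show, 3 reads, is 0.100 to 0.239 RPM in the former and 0.388 to 3.52 RPM in the latter. For single libraries, shares are given with 95% Wilson intervals; for the antisense shares these rest on read numbers estimated from RPM. The libraries have no molecular identifiers, so intervals and floors cover counting error only. The study gave a higher read number per sample for its small RNA libraries than any library of the technical-replicate set held. Whether the reads of this set are complete is not known.

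The retrotransposons named are those fixed by a rule written before the data were examined: the 5 with the highest mean over the groups, up to 5 per direction with the largest change in the limma fit (adjusted p under 0.05, at least 10 RPM, all 4 pairwise differences of the same sign), and 8 listed in advance. Alternatives fixed in advance covered the replicate block, pseudocounts of 0.1 and 10, the filter, rescaling to the total over listed retrotransposons, other sets of samples, single technical replicates, 26-32 nt reads, distinct sequences, leaving out abundant items and leaving out each replicate. Chosen after seeing the data were scaling to miRNA reads, the second overlap measure, drawing equal read numbers, pairing the read measures by replicate number, leaving out sequences read at least 10 times in PD, and edgeR 4.0.16 on estimated counts (RPM times the library total, rounded).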

Results

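To describe the piRNA populations of male germ cells during spermatogenesis, small RNA libraries were examined from sorted spermatogonia (SG), leptotene/zygotene spermatocytes (L/Z), pachytene/diplotene spermatocytes (PD) and round spermatids (RS). PIWI-interacting RNAs (piRNAs) are small RNAs of germ cells, taken here as reads of 24-33 nt, and many derive from retrotransposons. The single-library set comprised 13285425 reads for SG, 29956080 and 17458652 for the 2 L/Z replicates (LZ), 13290381 for PD and 12541019 for RS. In the technical-replicate set, with both technical replicates summed, the 2 SG samples (SG_T) had 7414048 and 1810805 reads and the 2 L/Z samples (LZ_T) had 6223111 and 10764026. SG, PD and RS of the single-library set have no replicate, so differences from them are descriptive. The list of SG sequences held 1 line without a read count, which was left out, so this list may be incomplete. The library total implied by the RPM values of SG was 1.01 times the total of the list. The technical-replicate set was smaller in depth, and its values at a few RPM rest on few reads.

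The first comparison asked how the length of small RNAs changed with the stage. In the single-library set, reads of 24-33 nt made up 29.8% of SG reads (95% Wilson interval 29.8% to 29.9%) and 42.2% ± 4.12 (SD, n = 2) of LZ reads. They made up 84.5% of PD reads (84.5% to 84.5%) and 83.1% of RS reads (83.1% to 83.1%). The increase from SG to LZ was 12.4 percentage points and that from LZ to PD 42.3 points, both larger than the SD of the LZ libraries. Over distinct sequences instead of reads, the former was 3.57 points, and without sequences read at least 10 times in PD it was 5.56 points. In the technical-replicate set the share was 18.9% ± 5.75 (SD, n = 2) in SG_T and 20.1% ± 4.76 (SD, n = 2) in LZ_T, a difference within the spread between replicates (two-sided exact permutation test, p = 0.667; the smallest p that 2 against 2 samples allow is 0.333). Paired by the replicate number in the labels, LZ_T was higher by 0.522 points in the first pair and by 1.92 points in the second. With 2 pairs an exact paired test cannot pass a threshold of 0.05. These values rest on summed technical replicates. In technical replicate 1 alone the share was 13.2% ± 1.13 in SG_T and 15.6% ± 0.437 in LZ_T (SD, n = 2 each). Both LZ_T libraries then lay above both SG_T libraries. In technical replicate 2 alone it was 20.8% ± 5.53 and 21.1% ± 5.30 (SD, n = 2 each), within the spread. The most frequent length within 24-33 nt was 27 nt in SG, 26 nt in both LZ libraries, 30 nt in PD and in RS, and 24 nt in all samples of SG_T and LZ_T. Among reads of any length, 22 nt was the most frequent in SG, SG_T and LZ_T.

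**Figure D1:**
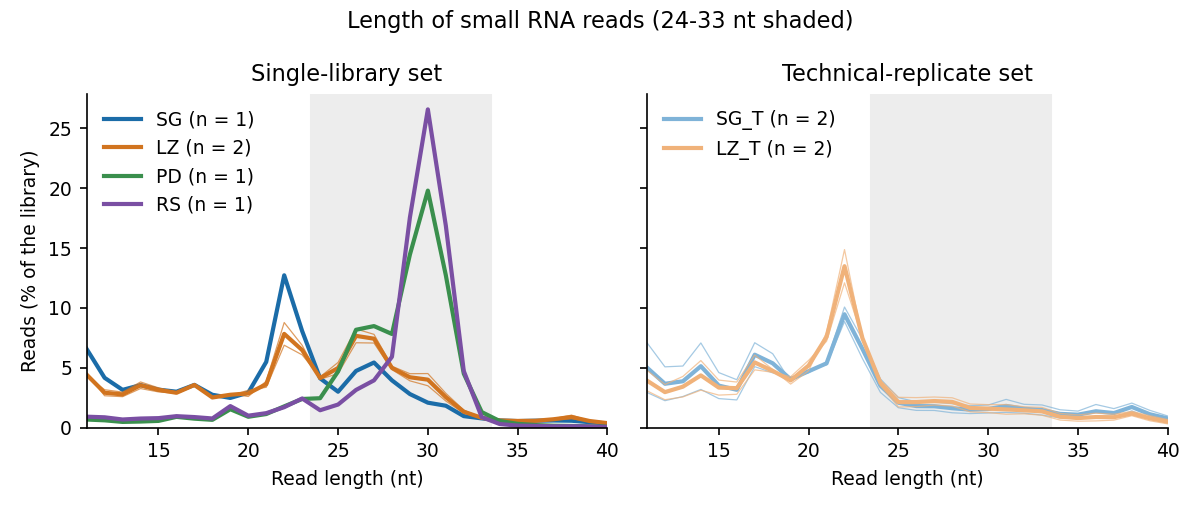
Percentage of reads (y axis) by read length in nt up to 40 nt (x axis) for the single-library set (left) and the technical-replicate set (right); thick lines are group means, thin lines the biological samples, and shading marks 24-33 nt. PD and RS peak at 30 nt with 19.8% and 26.6% of reads, whereas SG_T and LZ_T peak at 22 nt and have at most 2.57% of reads at any length from 25 to 33 nt.

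The 5-prime nucleotide of 24-33 nt reads was examined next, because primary piRNAs tend to start with U. These reads include miRNA reads and fragments of other noncoding RNAs, which were not taken out of the lengths or the U shares. The miRNA reads made up 4.68% of the 24-33 nt reads in SG, 1.74% and 2.65% in LZ, 0.198% in PD and 0.181% in RS. In the SG_T samples they made up 5.57% and 5.22%, and in the LZ_T samples 4.75% and 7.82%. Reads of snoRNAs made up 3.73% in SG, 2.71% and 3.38% in LZ, 0.0936% in PD and 0.108% in RS. Their share was 6.10% and 4.93% in the SG_T samples and 6.65% and 5.84% in the LZ_T samples. Lengths and U shares are therefore not those of piRNAs alone, least of all in the technical-replicate set. In the single-library set U was at the 5-prime end of 65.8% of SG reads (95% Wilson interval 65.8% to 65.8%), 73.4% ± 1.93 (SD, n = 2) of LZ reads, 86.6% of PD reads (86.5% to 86.6%) and 86.9% of RS reads (86.8% to 86.9%). In the technical-replicate set it was 31.8% ± 0.430 (SD, n = 2) in SG_T and 39.2% ± 4.38 (SD, n = 2) in LZ_T. The L/Z share was higher than the SG share by 7.64 points in the single-library set and by 7.42 points in the technical-replicate set. In the latter all 4 pairs of samples had this direction, but the exact permutation test could not pass the threshold with 2 against 2 samples (two-sided, p = 0.333). Over distinct sequences the former difference was 1.41 points, with 1 LZ library on each side of SG. Without sequences read at least 10 times in PD it was 2.29 points. A at position 10 made up 27.6% of SG reads and 27.2% ± 1.42 (SD, n = 2) of LZ reads, 29.8% of PD reads and 32.02% of RS reads, against 24.4% ± 1.92 (SD, n = 2) in SG_T and 25.4% ± 0.906 (SD, n = 2) in LZ_T. L/Z and SG differed by less than the spread between replicates in each set. Paired by replicate number, A at position 10 was higher in LZ_T by 0.214 and 1.64 points, and 5-prime U by 4.62 and 10.2 points.

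Retrotransposon-derived piRNAs were then compared by class: LINEs (long interspersed elements), LTR elements and SINEs (short interspersed elements). The 262 listed retrotransposons together took 32895 RPM in SG, 29884 ± 11020 RPM (SD, n = 2) in LZ, 15251 RPM in PD and 6533 RPM in RS. They took 3272 ± 669 RPM (SD, n = 2) in SG_T and 22929 ± 766 RPM (SD, n = 2) in LZ_T. In the single-library set, LINE piRNAs amounted to 11492 RPM in SG, 7520 ± 4408 RPM (SD, n = 2) in LZ, 1748 RPM in PD and 859 RPM in RS. SINE piRNAs amounted to 7633 RPM in SG, 5326 ± 1071 RPM (SD, n = 2) in LZ, 1315 RPM in PD and 368 RPM in RS. LTR piRNAs amounted to 13770 RPM in SG, 17039 ± 5541 RPM (SD, n = 2) in LZ, 12188 RPM in PD and 5307 RPM in RS. The log2 ratio of LZ to SG was -0.61 for LINE and -0.52 for SINE, with both LZ libraries below SG. For LTR it was 0.31, with 1 LZ library on each side of SG. The LINE and LTR differences were smaller than the SD of the LZ libraries, and the SINE difference was larger. When RPM were divided by the miRNA share of each sample, the LINE ratio was 0.036, with 1 LZ library on each side of SG, and the SINE ratio 0.20, with both LZ libraries above SG, so the direction in RPM depends on the scaling. The miRNA share was 14.4% in SG, 1.47% in PD and 2.01% in RS. From SG to PD it fell more steeply than LINE or SINE RPM, so their decline to PD does not hold per miRNA reads. From SG to RS the LINE and SINE values fell more steeply than the miRNA share.

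In the technical-replicate set, SINE piRNAs rose from 2354 ± 343 RPM (SD, n = 2) in SG_T to 18871 ± 1630 RPM (SD, n = 2) in LZ_T, LTR piRNAs from 582 ± 291 RPM (SD, n = 2) to 3608 ± 800 RPM (SD, n = 2), and LINE piRNAs from 336 ± 34.04 RPM (SD, n = 2) to 451 ± 64.4 RPM (SD, n = 2). The ratios were 8.02 for SINE, 6.20 for LTR and 1.34 for LINE. In each class all 4 pairs of samples had LZ_T above SG_T (two-sided exact permutation test, p = 0.333 for each of the 3 classes, the smallest possible). As a share of all listed retrotransposon reads, SINE took 72.4% in SG_T and 82.2% in LZ_T, LTR took 17.2% and 15.8%, and LINE took 10.4% and 1.97%. The log2 ratio by this share was -2.39 for LINE and -0.13 for LTR, opposite in direction to the ratio by RPM. Per miRNA reads the LINE ratio was -0.18, with 2 of 4 pairs in each direction, whereas the SINE ratio remained positive at 2.35.

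**Figure D2:**
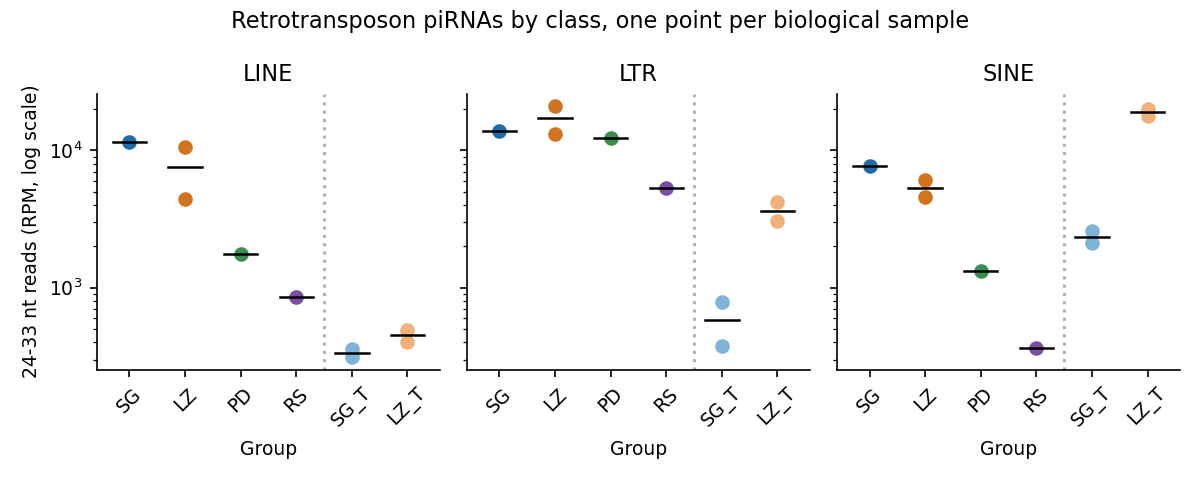
Summed abundance of 24-33 nt reads of each class in RPM (y axis, log scale) by group (x axis); points are biological samples, bars group means, and the dotted line parts the 2 sets. In RPM, LINE and SINE values decline from SG to RS in the single-library set. Per miRNA reads the LZ libraries lie on either side of SG for LINE and above it for SINE (log2 0.036 and 0.20). The miRNA share falls more steeply from SG (14.4%) to PD (1.47%) than these values, so the decline to PD does not hold on that scaling. SINE values of LZ_T exceed those of SG_T by a ratio of 8.02.

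Individual retrotransposons were tested between L/Z and SG in the technical-replicate set. Of 58 with a mean of at least 1 RPM, 21 were higher in LZ_T and 0 were lower (limma, Benjamini-Hochberg adjusted p under 0.05); at an unadjusted p under 0.05 the numbers were 27 and 1. The 21 comprised 15 of 33 tested LTR sequences, of which 13 were IAP sequences, all 6 SINE sequences and 0 of 19 LINE sequences. The largest adjusted p among the 21 was 0.0279 (limma). All 21 were higher in all 4 pairs of samples, with log2 changes from 1.055 to 3.22; 6 of them had a mean under 10 RPM. The replicate numbers in the labels may pair samples across groups. Samples with the same number deviated together only weakly (correlation across the 58 retrotransposons 0.109, and 0.306 across the 24 with at least 10 RPM). With the replicate number as a block, the pairing being taken from the labels, 29 were higher and 2 were lower. The alternative that moved the result most was rescaling each sample to its total over the listed retrotransposons, which left 2 higher and 34 lower. The latter were all 19 LINE sequences, 13 of 33 LTR sequences and 2 of 6 SINE sequences.

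Among the named sequences, B1_Mus1 and B1_Mus2 changed most, by 3.22 ± 0.23 and 3.21 ± 0.24 on the log2 scale (SE; limma adjusted p = 2.02e-06 for each). B1_Mm, the most abundant SINE sequence, rose from 976 ± 147 RPM (SD, n = 2) in SG_T to 7860 ± 718 RPM (SD, n = 2) in LZ_T, a log2 change of 3.01 ± 0.22 (SE; limma adjusted p = 2.02e-06). IAPEz-int rose from 398 ± 229 to 2810 ± 622 RPM (SD, n = 2 each), a log2 change of 2.93 ± 0.39 (SE; limma adjusted p = 0.000280). IAPA_MM rose from 27.6 ± 17.1 to 217 ± 30.4 RPM (SD, n = 2 each), a log2 change of 3.06 ± 0.46 (SE; limma adjusted p = 0.000535). The B1 and IAP sequences share reads with near-identical copies, which the authors divided, so their single values are uncertain. L1_Mm_orf2, L1Md_A_5end, L1Md_T_3end and MMERVK10C had positive log2 changes of 0.58 to 1.02 and higher values in all 4 pairs, but did not pass (limma adjusted p of 0.180, 0.103, 0.0657 and 0.0561, respectively). With the replicate number as a block, L1Md_A_5end, L1Md_T_3end and MMERVK10C passed (limma adjusted p of 0.0216, 0.0111 and 0.0141). L1Md_Gf_5end did not differ, with 2 of 4 pairs in each direction. After rescaling to the listed total, these 5 sequences were lower in LZ_T.

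**Figure D3:**
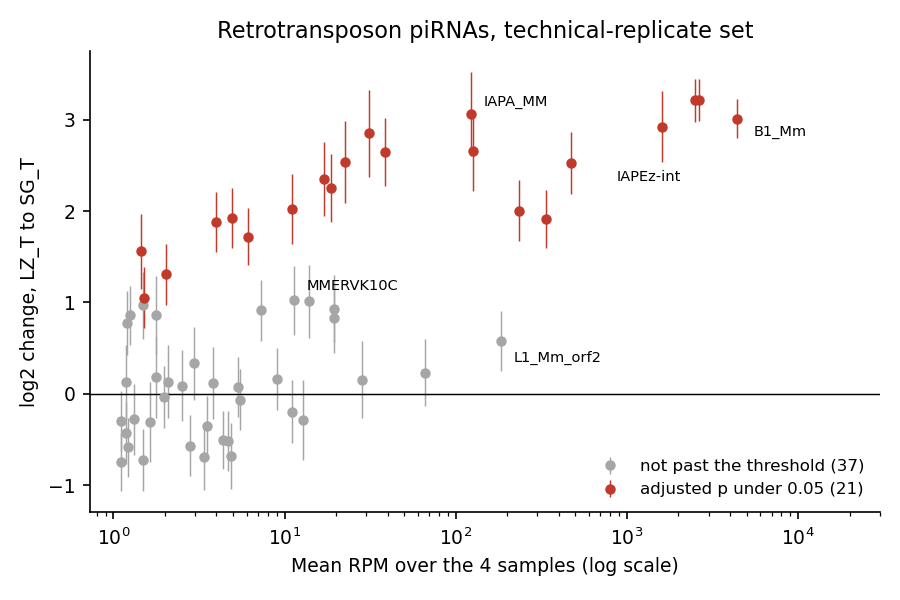
Change from SG_T to LZ_T on the log2(RPM + 1) scale (y axis, points with SE bars) against mean RPM over the 4 samples (x axis, log scale) for 58 retrotransposons in the technical-replicate set. The 21 with an adjusted p under 0.05 (limma) all lie above 0, between 1.055 and 3.22; after rescaling to the listed total, 2 are higher and 34 lower.

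Single sequences were not tested in the single-library set. IAPEz-int, the most abundant sequence, had 6982 RPM in SG, 7345 ± 3322 RPM (SD, n = 2) in LZ, 3099 RPM in PD and 1161 RPM in RS. L1_Mm_orf2, the most abundant LINE sequence, had 5125 RPM in SG, 3039 ± 1928 RPM (SD, n = 2) in LZ, 265.5 RPM in PD and 179 RPM in RS. B1_Mm had 2138 RPM in SG, 1425 ± 417 RPM (SD, n = 2) in LZ, 319 RPM in PD and 72.8 RPM in RS. IAPA_MM differed from these in that it increased to PD, from 243 RPM in SG to 652 ± 75.5 RPM (SD, n = 2) in LZ and 1408 RPM in PD, and had 703 RPM in RS. MMERVK10C had 206 RPM in SG, 340 ± 94.96 RPM (SD, n = 2) in LZ, 223 RPM in PD and 132 RPM in RS. For IAPA_MM and MMERVK10C both LZ libraries were higher than SG, the direction also seen in the technical-replicate set.

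Consecutive stages of the single-library set were compared over retrotransposons with at least 10 RPM in either stage. From SG to LZ, 24 of 87 were over 2-fold higher and 1 was lower, and all 25 of these were LTR sequences. From LZ to PD, 22 of 94 were higher, all of them LTR sequences, and 38 were lower, comprising 10 LINE, 22 LTR and all 6 SINE sequences. From PD to RS, 0 of 85 were higher and 38 were lower, comprising 11 LINE, 21 LTR and 6 SINE sequences. The median log2 ratio was 0.22, -0.67 and -0.85 for the 3 steps. After rescaling to the listed total, the step from PD to RS gave 26 higher and 6 lower, and that from LZ to PD 38 higher and 19 lower.

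To see from which strand the piRNAs derived, the antisense share was computed for 4 families. In the single-library set the antisense share of IAP piRNAs was 31.1% in SG (95% Wilson interval 30.9% to 31.4%), 50.9% ± 8.71 (SD, n = 2) in LZ, 90.0% in PD (89.9% to 90.2%) and 87.5% in RS (87.2% to 87.9%). For B2 it was 6.72% in SG (6.49% to 6.96%), 16.01% ± 1.49 (SD, n = 2) in LZ, 87.0% in PD (86.1% to 87.8%) and 88.9% in RS (87.4% to 90.2%). For L1 it was 40.5% in SG (40.3% to 40.8%), 44.7% ± 0.161 (SD, n = 2) in LZ, 67.4% in PD (66.8% to 68.0%) and 55.7% in RS (54.7% to 56.7%). For B1 it was 41.7% in SG (41.3% to 42.1%), 49.1% ± 1.64 (SD, n = 2) in LZ, 75.1% in PD (74.3% to 75.8%) and 66.2% in RS (64.4% to 67.9%). In all 4 families both LZ libraries lay above SG and below PD, by more than the SD of the LZ libraries. The RS values of L1, IAP and B1 were lower than those of PD, outside both intervals, and for B2 the intervals overlapped. The difference between LZ and SG in IAP was moved most by the weighting: it was 19.7 points over all IAP reads and 4.49 points as the mean over IAP sequences of at least 10 RPM.

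In the technical-replicate set the antisense share of B2 was 12.1% ± 0.631 (SD, n = 2) in SG_T and 35.0% ± 0.304 (SD, n = 2) in LZ_T. For B1 it was 47.1% ± 3.06 (SD, n = 2) and 50.7% ± 0.749 (SD, n = 2), for L1 35.6% ± 7.21 (SD, n = 2) and 23.99% ± 3.11 (SD, n = 2), and for IAP 29.5% ± 1.70 (SD, n = 2) and 24.5% ± 2.52 (SD, n = 2). All 4 pairs of samples had a higher share in LZ_T for B1 and B2 and a lower share for L1 and IAP; these differences were not tested. For IAP the direction rested on IAPEz-int. Without it LZ_T was higher than SG_T by 2.53 points.

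**Figure D4:**
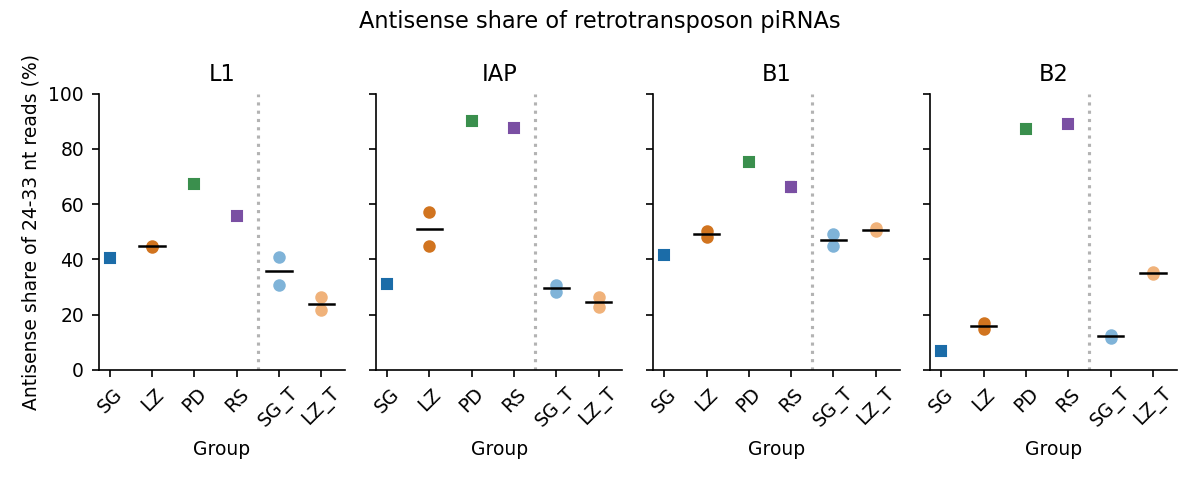
Antisense share of 24-33 nt reads in percent (y axis) by group (x axis) for L1, IAP, B1 and B2; squares are single libraries with 95% Wilson intervals (mostly smaller than the symbol), circles biological replicates, and bars their mean. PD lies above SG in each family, with 90.0% against 31.1% for IAP, and the L1 and IAP shares of LZ_T lie below those of SG_T, for IAP only while IAPEz-int is included.

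Finally, the 10-nt overlap between the 5-prime ends of reads on opposite strands, the mark of ping-pong amplification, was examined. The ratio fixed in advance was 1.01 in SG, 1.24 ± 0.102 (SD, n = 2) in LZ, 1.21 in PD and 1.21 in RS, and 0.299 ± 0.161 (SD, n = 2) in SG_T and 0.625 ± 0.0578 (SD, n = 2) in LZ_T. LZ_T was above SG_T in all 4 pairs (two-sided exact permutation test, p = 0.333, the smallest possible). The ratio depended on depth. With 267971 reads of 24-33 nt drawn from every sample, it was 0.387 to 0.499 in the single-library set, with the LZ libraries on either side of SG. It was then 0.414 and 0.506 in LZ_T and 0.168 and 0.186 in SG_T. The ratio of observed to expected pairs, added after seeing the data, was 5.17 in SG, 2.74 ± 0.981 (SD, n = 2) in LZ, 3.91 in PD and 7.94 in RS, and 4.00 ± 0.396 (SD, n = 2) in SG_T and 16.8 ± 0.702 (SD, n = 2) in LZ_T. By this measure L/Z was below SG in the single-library set and above it in the technical-replicate set. The 10 10-mers with the most pairs held 75.6% of the pairs in SG, 42.8% ± 10.4 (SD, n = 2) in LZ, 65.4% in PD and 86.0% in RS, and 83.4% ± 2.89 (SD, n = 2) in SG_T and 89.8% ± 0.577 (SD, n = 2) in LZ_T.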

Values the study reported

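The study defined piRNAs as small RNAs of 24 to 33 nt. For spermatogonia and L/Z spermatocytes, it reported preparing the libraries from 6 to 42 ng of total RNA, taken from 24,000 to 150,000 cells.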

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

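All tests in this part were chosen after the data had been seen; only for those on equal read numbers, on the miRNA share outside 24-33 nt or from 19 nt, and on the abundance of the retrotransposons that differed between the sets was it set down before the test's own result was known what each outcome would mean, and the counts behind the 2 tests on the miRNA share were corrected after a first result. None of the differences between the sets below was tested unless stated, since SG has 1 library in the single-library set.

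The L/Z to SG ratio of LINE and SINE piRNAs in RPM went opposite ways in the 2 sets, with every sample pair of each set on its side, but not per miRNA reads: LINE then had no clear direction in either set, with 1 of 2 and 2 of 4 sample pairs higher in L/Z, and SINE was higher in both LZ libraries than in SG. As a share of the listed reads, LINE fell in both sets (log2 ratios of -0.54 and -2.39), so that its opposite direction disappeared. The log2 ratios in RPM differed by 1.04 for LINE and by 3.52 for SINE. Whether scaling accounts for the single-library side is not decided: its SINE ratio was 0.20 per miRNA reads but -0.33 as a share of the listed reads, and the miRNA share itself fell from SG to LZ. Scaling to miRNA reads does not account for the other side, which was 2.35. As a share of the listed reads, SINE rose only from 72.4% in SG_T to 82.2% in LZ_T. SINE made up most of the listed reads in both groups, so this share could not show an 8.02-fold rise and does not decide the question. The lower of the SINE log2 ratios from technical replicate 1 alone and 2 alone was 2.90, so the run is an unlikely cause. Technical replicates of a sample, which differ in depth, differed by at most 0.883 on the log2 scale in SINE abundance. Reads from smooth muscle and endothelium were weighed by the share of miRNA reads from Mir143, Mir145a and Mir126a, most of it Mir143. This share was 1.16 times higher in LZ_T than in SG_T, too little for an 8.02-fold change. Its members differed: Mir145a rose from 0.135% and 0.165% of miRNA reads in SG_T to 0.253% and 0.377% in LZ_T. Mir126a did not rise clearly, with 0.569% and 0.941% in SG_T and 0.659% and 0.634% in LZ_T. Other miRNAs that cells outside the germ line can make rose more. The share of Mir202 was 7.67 times higher in LZ_T than in SG_T, and the ratio was 2.82 for Mir199a-1, 3.00 for Mir125b-1 and 4.61 for Mir204, so reads from other testis cells in LZ_T cannot be excluded. The share of Mir143, Mir145a and Mir126a was 4.34 times higher in SG_T than in SG, so the sets differ in it, and its effect on the comparison between the sets cannot be excluded. With 1 SG library, the pattern cannot be told apart from the library set, which also differs in the knockout tag in its table headers. For L/Z cells of Pld6 knockouts, the study reported that LINE and LTR piRNAs were severely reduced and SINE piRNAs were not. LZ_T had less LINE (451 RPM) and LTR (3608 RPM) than LZ (7520 and 17039 RPM), but more SINE (18871 against 5326 RPM). The knockout named by the tag is therefore a candidate for the difference between the sets, though no label gives a genotype.

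The L/Z to SG change of 29 retrotransposons differed between the sets in a limma fit with an interaction term (7 samples, 135 retrotransposons, adjusted p under 0.05). SG has 1 library and no spread of its own, so the adjusted p rests on the spread of the other groups, and the count is a description of these libraries. Of these, 10 changed more upwards in the technical-replicate set, including all 6 SINE sequences, and 19 more downwards, all of them LTR sequences; this fit was made on RPM and not under other scalings. In total 20 of the 29 had under 10 RPM in the technical-replicate set. They comprised all 19 of the latter but 1 of the former, so the downward ones are consistent with low values near the floor of that set and the upward ones are mostly not. The library set, with its 1 SG library, remains as an explanation.

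The antisense share of L1 and IAP also went opposite ways, rising in the single-library set and falling in the other; the differences between the sets were -15.9 points for L1 and -24.8 points for IAP. For IAP the fall in the technical-replicate set depends on IAPEz-int, without which the difference was 2.53 points. For L1, leaving out the most abundant sequence gave -12.2 points. Carry-over of PD cells, whose IAP reads are mostly antisense, could raise the LZ share of the single-library set. After taking off PD reads in proportion to Mir34c, LZ was still above SG by 10.9 points for IAP and 2.44 points for L1, against 19.7 and 4.20 points before. The library set, with 1 SG library, cannot be excluded.

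The miRNA share of all reads fell from 14.4% in SG to 8.79% ± 2.17 (SD, n = 2) in LZ and rose from 9.27% ± 1.30 (SD, n = 2) in SG_T to 15.3% ± 3.18 (SD, n = 2) in LZ_T. The differences of the sets were 11.6 points apart. Crowding out by 24-33 nt reads accounts for at most a part of the fall. The log2 ratio of LZ to SG was -0.71 over all reads and -0.45 over the reads outside 24-33 nt, where LZ minus SG was -4.98 points. Short reads do not account for most of the rise. The log2 ratio of LZ_T to SG_T was 0.72 over all reads and 0.63 over reads of 19 nt or more, where LZ_T minus SG_T was 7.96 points. Here too the library set, with 1 SG library, remains.

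The ratio of observed to expected pairs with a 10-nt overlap fell from SG to LZ and rose from SG_T to LZ_T, with log2 ratios 2.99 apart. The high LZ_T value was not explained by depth: technical replicates of an LZ_T sample differed by at most 0.032 on the log2 scale, and with equal read numbers the lower LZ_T sample had 16.6 against at most 8.01 in the other groups. Copies of a few amplified molecules do not account for all of it, since over distinct sequences the ratio in LZ_T was 6.71 and in no other sample above 3.25. They may account for a part of it. From reads to distinct sequences the ratio fell from 16.8 to 6.71 in LZ_T, but only from 4.00 to 3.05 in SG_T. Without the 100 10-mers with the most pairs, the mean was 1.94 in LZ_T and 0.436 in SG_T, a log2 ratio of 2.16, and the log2 ratio of LZ to SG was 0.19. These 10-mers were left out because they had the most pairs, which is the quantity measured, so these values do not decide whether a few sites account for either change. Neither the opposite directions nor the high LZ_T value can be told apart from an effect of a few sites.

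Some signals lie outside the 24-33 nt retrotransposon reads. B1 reads of 19-23 nt were as frequent in LZ_T as in SG_T (ratio 1.02), whereas those of 24-33 nt were 8.68 times higher. This was not so for the other families, whose 19-23 nt reads rose too, by ratios of 2.30 for B2, 2.94 for IAP and 1.25 for L1, against 4.53, 6.90 and 1.37 at 24-33 nt. For B1 alone, a rise of B1 RNA fragments that takes in 19-23 nt is an unlikely source of the 24-33 nt reads. B1 reads shorter than 19 nt or longer than 33 nt were not compared. In the single-library set the same 19-23 nt reads were lower in LZ than in SG (ratio 0.358). A rise in B1 piRNAs proper in LZ_T is a hypothesis that these data leave open, since effects of the library set could not be tested and reads from other cells were not excluded.

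Mir34c, a miRNA of meiotic and later germ cells, had a mean of 1265 RPM in LZ. Relative to PD it stood at 25.8% in LZ, and the 1000 most frequent 24-33 nt sequences of PD stood at 22.1%. In SG the 2 values were 2.24% and 8.06%. In LZ_T they were 1.215% and 6.20%, here as means over single libraries without summing technical replicates. With technical replicates summed, Mir34c had 71.5 and 72.8 RPM in the LZ_T samples, against 4904 RPM in PD. The LZ libraries may hold PD cells, or L/Z cells of that set may have begun to make these RNAs. The 2 explanations predict the same values in LZ and cannot be told apart by them. In Pld6 knockout testes the study saw no germ cells beyond zygotene, since they die late in that stage. If the tag of the technical-replicate set holds, LZ_T had no PD cells to carry over, and its Mir34c was low. Knockout L/Z cells may themselves differ from those of LZ, so this leans to carry-over but does not decide. Without sequences read at least 10 times in PD, the 24-33 nt share was 5.56 points higher in LZ than in SG, against 12.4 points with them. L/Z cells may make some of the removed sequences themselves. The removal also leaves reads of PD cells in place: the share was then still 65.3% in PD, against 24.7% in SG and 30.2% in LZ. The remaining 5.56 points therefore do not show a rise apart from PD cells.

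Reads that start with CGCGACCTCAGATC had no match among the small noncoding transcripts. They made up 10.4% of the reads in SG_T and 7.82% in LZ_T, against 0.127% to 1.63% in the single-library set. Only small noncoding transcripts were searched, so fragments of other abundant RNAs are not excluded. The library totals behind the RPM values include these reads. No technical or biological explanation was tested.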

How the results depend on the processing

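The cause was not tested for any change below unless a value shows it. Of 263 values of the comparisons recomputed under alternatives, 190 counted as unchanged, 53 moved and 20 reversed. Unchanged meant the same direction and a value within the spread or within 1.5 times the count. For class ratios of the technical-replicate set, the same direction alone was enough. The SINE log2 ratio per miRNA reads thus counted as unchanged at 2.35, against 3.00 in RPM with a spread of 0.245. Among 335 values for single groups or sequences, 207 did not change; 94 moved, 10 became weaker, 8 stronger and 16 reversed.

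For L/Z against SG in the technical-replicate set (21 retrotransposons higher, 0 lower; 27 and 1 at an unadjusted p under 0.05), pseudocounts of 0.1 and 10, a filter of 10 RPM, a fit of all 9 biological samples and either technical replicate kept the higher count within 1.5 times. The replicate block gave 2 lower. The higher count was 5 with no filter and 5 with both sets and the set as covariate. Rescaling to the listed total gave 2 higher and 34 lower (19 LINE, 13 LTR and 2 SINE sequences). Chosen after seeing the data, scaling to miRNA reads gave 6 higher, edgeR with TMM normalization 18 lower and edgeR without TMM 1 lower. Leaving out a replicate leaves 1 sample in a group with no spread of its own. A limma fit remains possible then, but no count was made from it. The planned tests for count tables, DESeq2 and edgeR as planned, were not run because the tables hold RPM.

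Among named sequences, rescaling reversed L1_Mm_orf2 (-2.23), L1Md_A_5end (-1.88), L1Md_Gf_5end (-2.59), L1Md_T_3end (-1.77) and MMERVK10C (-1.59) on the log2 scale. edgeR with TMM reversed L1_Mm_orf2 (-0.31), L1Md_A_5end (-0.00011) and L1Md_Gf_5end (-0.67). Scaling to miRNA reads reversed L1_Mm_orf2 (-0.088) and L1Md_Gf_5end (-0.49), and the set as covariate L1_Mm_orf2 (-0.020). Leaving out each replicate gave -0.31 to 0.62 for L1Md_Gf_5end.

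Class ratios in the technical-replicate set, as a share of listed reads, reversed for LINE (-2.39) and LTR (-0.13), and per miRNA reads for LINE (-0.18). In the single-library set, miRNA scaling reversed LINE (0.036) and SINE (0.20) and moved LTR to 1.00, but LINE samples per miRNA reads lay on both sides in each set; the LTR ratio was -0.070 to 0.61 across the 2 fits that each left out a replicate.

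For the steps between stages, SG to LZ gave 37 higher at 1 RPM and 12 at 4-fold, and 0 lower with pseudocount 10 and at 4-fold; leaving out each LZ replicate gave 0 to 14 lower. LZ to PD gave 4 higher and 18 lower at 4-fold, 59 lower at 1 RPM, and 38 higher and 19 lower after rescaling. PD to RS gave 9 lower at 4-fold, and 26 higher and 6 lower after rescaling.

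Differences in antisense share, in points, changed as follows. As the mean over retrotransposons of at least 10 RPM, LZ minus SG was 3.71 for L1 and 4.49 for IAP, PD minus LZ was 21.5 for L1, 28.3 for IAP and 69.2 for B2, IAP reversed to 9.90 for LZ_T minus SG_T and to 1.41 for RS minus PD. Without the most abundant sequence, LZ minus SG was 3.99 for L1, LZ_T minus SG_T was 2.53 for IAP (reversed), 8.19 for B1 and 21.5 for B2, PD minus LZ was 26.7 for L1, 29.8 for IAP and 65.7 for B2, and RS minus PD was -8.23 for L1, -3.79 for IAP and -11.4 for B1. Technical replicate 1 alone gave 23.6 for B2, LZ_T minus SG_T.

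Without sequences read at least 10 times in PD, chosen after seeing the data, LZ minus SG was 5.56 points for the 24-33 nt share and 2.29 points for 5-prime U. For the 24-33 nt share, distinct sequences gave 3.57 points for LZ minus SG and 15.4 for PD minus LZ, and 26-32 nt reads reversed RS minus PD (2.78). LZ_T minus SG_T was -2.84 to 5.29 when each replicate was left out. For 5-prime U, distinct sequences gave 1.41 points for LZ minus SG, 4.08 for PD minus LZ and 1.501 for RS minus PD; the last was 0.430 with 26-32 nt reads and 0.129 without the 10 most abundant sequences. For A at position 10, LZ minus SG reversed with 26-32 nt reads (0.935) and without the 10 most abundant sequences (0.353), and ranged from -1.35 to 0.658 when each replicate was left out, against -0.427 to 2.28 for LZ_T minus SG_T.

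Pairing by replicate number, chosen after seeing the data, kept the direction of the 24-33 nt share, 5-prime U, A at position 10 and the overlap ratio (1.17 on the log2 scale) in LZ_T against SG_T. The overlap ratio depended most on its definition and on depth. Observed over expected pairs were 16.8 in LZ_T and 4.00 in SG_T over reads, but 6.71 and 3.05 over distinct sequences. On the log2 scale, over reads, they gave 2.07 for LZ_T to SG_T and -0.92 for LZ to SG. They gave 0.51 for PD to LZ and 1.02 for RS to PD. Over distinct sequences the last 3 were -0.50, -0.37 and -0.0031. With equal read numbers the ratio fixed in advance gave 0.042 for LZ to SG, 0.088 for PD to LZ and 0.12 for RS to PD, so most of the difference of 0.29 between LZ and SG went away at equal depth. RS to PD was -0.016 over distinct sequences, 0.0050 with 26-32 nt reads and -0.0080 without the 10 most abundant sequences, and PD to LZ was -0.12 to 0.049 when each LZ replicate was left out. Depth limits the technical-replicate set most: values below 3.52 RPM rest on under 3 reads in its smallest library.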

Other observations

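All tests in this part were chosen after the data had been seen; only for the one on equal read numbers was it set down before its own result was known what each outcome would mean.

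The main site of pairs with a 10-nt overlap differed by 1 nt between the sets. In SG and both LZ libraries, the 10-mers with the most pairs were TACAAAGTGA with TCACTTTGTA and TACAGAGTGA with TCACTCTGTA, all of which start with U in RNA. In PD and RS another site had the most pairs. In all samples of SG_T and LZ_T they were ACAAAGTGAG with CTCACTTTGT and ACAGAGTGAG with CTCACTCTGT, so both 5-prime ends were shifted by 1 nt in the same direction and the overlap stayed at 10 nt. Of reads that start at either nucleotide, those starting at the U made up 88.3% to 98.6% on the strand of TACAAAGTGA in the 5 libraries of the single-library set and 18.6% to 24.4% in the 8 libraries of the technical-replicate set. Trimming of the reads is an unlikely cause, since in each technical-replicate library at least 47 of 50 miRNAs had the same most frequent 5-prime end as in SG. The run is unlikely too, since no technical-replicate library had over 26.7% at the U on either strand. The lowest share in the single-library set was 86.9%. A change in how these 5-prime ends are made is a hypothesis; it cannot be told apart from other differences between the sets. The shift does not follow the set in all reads: among 19-25 nt reads of Mir3470b, whose transcript holds TCACTCTGTA, the most frequent 5-prime end was at position 34 in SG, both LZ libraries and PD, and at position 33 in the 8 technical-replicate libraries and also in RS.

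The overlap ratio fixed in advance was higher in the single-library set than in the other. Depth is a candidate explanation. Technical replicates of a sample differed by up to 1.03 on the log2 scale, and the deeper one had the higher ratio in the 3 samples where depths differed over 2-fold. With equal read numbers, the lowest ratio in the single-library set was 0.387, below the 0.506 of an LZ_T sample. The SG_T samples stayed lower than all others, at 0.168 and 0.186.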
